A study of Homo sapiens with 6 samples. Its data were reported in "CDK12 loss in cancer cells affects DNA damage response genes through premature cleavage and polyadenylation" (2019).

How the data were processed

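Poly(A) 3′-seq was performed on IMR-32 cells, a human neuroblastoma cell line, with a library kit whose reads start at the junction of a transcript and its poly(A) tail. There were 6 libraries in 3 groups of 2 replicates each: cells given the solvent DMSO, cells given 400 nM THZ531 for 2 h and cells given 400 nM THZ531 for 6 h. THZ531 is a covalent inhibitor of the kinases CDK12 and CDK13.

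Per the study's methods, the authors trimmed the reads, mapped them to the human genome GRCh38 with STAR, merged the reads of all samples and called peaks once on the merged reads with MACS2, extending each read to 100 bp, with no control library. The methods do not list the merged samples, and they are taken here to be the 6 libraries. Reads with up to 20 placements in the genome were kept at mapping. The file therefore holds 1 pooled list of peaks. It has no value for a single library and no strand, so DMSO and THZ531 libraries could not be compared and replicates could not be set against each other. The depth of each library is unknown for the same reason. For each peak, the deposited list gives a fold enrichment, which is the ratio of the pileup plus 1 to the local background plus 1 at the summit. The authors' list also gives the −log10 p-value and the −log10 q-value of the summit. The deposited score is the −log10 q-value times 10, cut to a whole number, and was not used here. Another deposited column gives the offset of the summit within the peak. These values are the peaks' own, from the authors' peak caller, and were used here only to describe, rank and filter peaks within the list.

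The pileup (the number of extended reads over the summit) and the local background of each peak were solved here from the deposited fold and −log10 p, because MACS2 computes the latter as the Poisson upper tail of the pileup given the background. Of 20000 simulated peaks with values rounded as in the list, 100% had their pileup recovered exactly. For the real peaks the largest misfit of −log10 p was 0.000172. The background had a floor of 0.337 reads, met by 22.2% of peaks, and at 100% of the other peaks it corresponded to a whole number of reads in the 10000 bp that MACS2 averages over. With the peak caller's default human genome size of 2.7e+09 bp, which is an assumption, the floor equals 9104400 reads kept by the peak caller. In the text, reads at the summit means this recovered pileup.

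Peaks on the 24 chromosomes and the mitochondrial genome with −log10 q of at least 5, the study's own cutoff, formed the main set. All coordinates are GRCh38 and 1-based. Annotation was Gencode release 44, whereas the study used release 27, so a site can fall in another class than it did there. No peak lay past the end of a chromosome of the reference. Each summit was given 1 class, in the order transcript end (200 bp upstream to 600 bp downstream of an annotated transcript end), exon, intron and intergenic. The gene strand was taken from the genes at the summit and was used only where all of them lay on 1 strand (81.0% of the main set). As reads start at the cleavage site, that site lies at the edge of the peak nearest the transcript's 3′ end, called the 3′ edge. The 12 polyadenylation signal (PAS) hexamers the study lists were searched in the 100 bp that end at this edge. A genomic A stretch was 25 bases with at least 22 A within 50 bp downstream of it. Both were compared with random places in genes, and the hexamers also with the opposite strand.

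Genes were the 20020 protein-coding genes. A gene was called detected when at least 1 of its annotated transcript ends had a peak of the main set. Introns were numbered in the canonical transcript. A list of DNA damage response (DDR) genes came from the study: 150 genes were matched from 162 entries by symbol or alias, and 7 entries matched no gene or more than 1. Of the 809 genes that the study called as undergoing premature cleavage and polyadenylation (PCPA) from its nascent RNA libraries, 803 were matched by identifier. The mean number of intronic peaks in each list was placed among 10000 random lists of other genes with the same spread over 20 bins of gene length. Genes of 1 pooled set are not replicates, so percentiles describe these libraries and no p-value is given across genes. On simulated genes, 96 of 100 lists of 150 genes with no difference fell inside the central 95% of random lists, and 84 of 100 lists with 1.5 times the peaks fell above it. Shares have 95% Wilson intervals, which cover counting error only, and rank correlations have 95% bootstrap intervals over genes from 1000 draws.

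The genes named in the text were fixed before the data were examined: BARD1, BLM, PCF11, MYCN, BRCA1, H3C1 and H4C1, which the study shows or discusses, and the 3 detected genes with the most intronic peaks. Another gene of that fixed list is not reported here. The alternatives were other cutoffs on −log10 q, a narrower transcript-end window, other ways of assigning classes, hexamers and A stretches, and other sets of genes or peaks. For repeated sequence, 100 bp around the summits were placed on the whole reference with minimap2 2.31. The other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. The other kinds of libraries in the study were not analysed here.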

Results

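To locate where transcripts end in IMR-32 neuroblastoma cells with and without inhibition of CDK12 and CDK13, poly(A) 3′-seq libraries were made from 2 DMSO, 2 THZ531 2 h and 2 THZ531 6 h samples. Per the study's methods, the authors called 1 set of peaks on the merged reads of all samples, taken here to be these 6 libraries. This set shows candidate polyadenylated 3′ ends found in at least some of the cells, part of which may come from priming on A-rich sequence. It does not show in which treatment they were found, and no value below compares DMSO with THZ531. No peak has a replicate error for the same reason.

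The list held 200023 peaks, of which 199610 were on the 24 chromosomes or the mitochondrial genome. With −log10 q of at least 5, 138277 peaks remained, and 12932 had −log10 q of at least 20. Merging peaks closer than 200 bp left 133327 sites. All peaks of the list had a median width of 108 bp and a range from 100 to 2397 bp. Over all peaks of the list, the median was 11 reads at the summit (lower quartile 7, upper quartile 16) and the 99th percentile was 50 reads. In the set with −log10 q of at least 5, the median was 13 reads. The lowest peak had 3 reads and the highest had 200, the most that 100 bp reads with distinct start positions on 2 strands can give. The median fold enrichment given by the authors was 5.95, with a range from 1.27 to 39.2.

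The first question was where the peaks lay relative to annotated genes. Introns held 58.2% of the 138277 peaks (95% Wilson interval 57.9 to 58.4) and 53.6% of the genome's bases, a ratio of 1.09. Annotated transcript ends held 22.8% (22.58 to 23.02) of peaks on 3.78% of the bases, a ratio of 6.02. Exons outside transcript ends held 10.35% (10.19 to 10.51), a ratio of 2.76. Intergenic sequence held 8.68% (8.54 to 8.83), a ratio of 0.223. These shares depended most on the cutoff: with −log10 q of at least 20, the intronic share was 23.04% and the transcript-end share was 56.8%.

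The classes differed in height. The median peak had 18 reads at a transcript end, 17 in an exon, 12 in an intron and 12 in intergenic sequence. Among 10183 peaks with 3 to 7 reads, 73.8% (72.9 to 74.6) were intronic and 9.25% (8.70 to 9.83) were at transcript ends. Among the 1980 peaks with at least 50 reads, 14.5% (13.1 to 16.2) were intronic and 62.17% (60.01 to 64.28) were at transcript ends. Of the 5000 peaks with the highest −log10 q, 13.4% (12.5 to 14.4) were intronic and 68.26% (66.96 to 69.54) were at transcript ends.

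**Figure D1:**
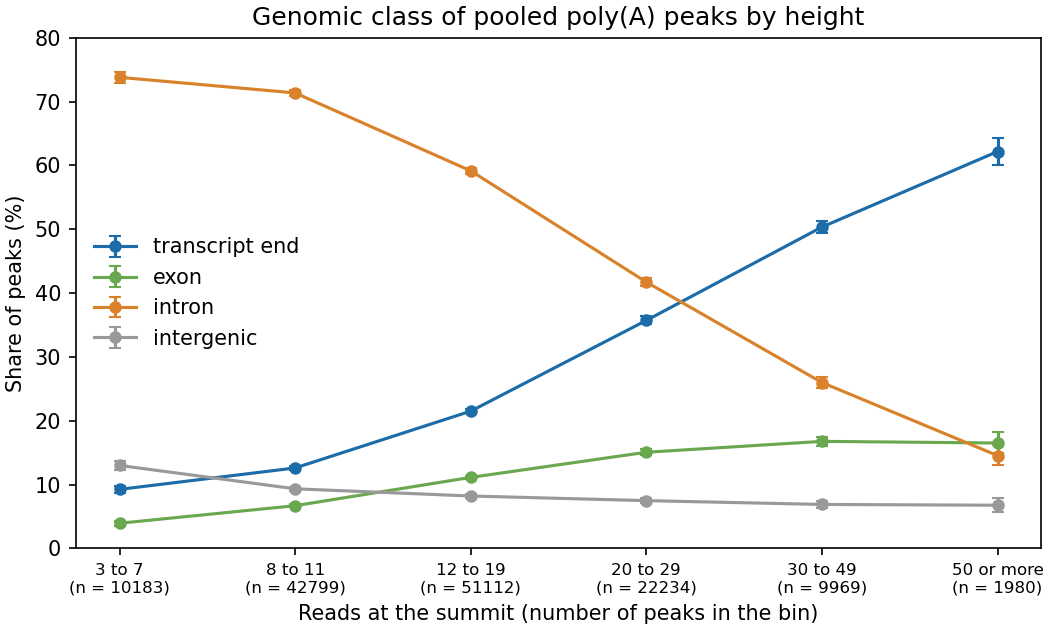
Share of peaks (%) in each genomic class against the number of reads at the summit, for the 138277 peaks with −log10 q of at least 5, all libraries pooled; points are shares and bars are 95% Wilson intervals. The intronic share falls from 73.8% in the lowest bin to 14.5% in the highest, while the transcript-end share rises from 9.25% to 62.2%.

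To see how many sites carry the sequence of a polyadenylation signal, the 12 hexamers were searched upstream of the 111957 peaks with 1 gene strand. At least 1 hexamer was present at 63.25% of them (62.97 to 63.54). The opposite strand of the same places gave 41.4% (41.1 to 41.7), and random places in the same mix of classes gave 40.1%. The share was 79.9% (79.4 to 80.4) at transcript ends, 68.2% (67.4 to 69.0) in exons and 57.1% (56.7 to 57.4) in introns. Random intronic places gave 41.9% (41.7 to 42.2). The canonical AATAAA alone was found at 31.5% of peaks (31.2 to 31.8), at 10.51% (10.34 to 10.70) on the opposite strand and at 7.97% of random places. It was found at 48.6% (48.0 to 49.2) of transcript-end peaks and 26.65% (26.34 to 26.97) of intronic peaks. Counting AATAAA alone was the alternative that moved the share of peaks with a signal most, and a window ending at the summit gave 36.3% with the 12 hexamers. At transcript ends AATAAA was most frequent starting 23 bp before the 3′ edge (3.47% of peaks at that base), and in exons 22 bp before it (1.60%). In introns it reached 1.52% at 23 bp and was most frequent 3 bp before the edge (2.62%). At that place exons (0.849%) and transcript ends (0.785%) had a lower local maximum. Of the 20 bases after an AATAAA that started 3 bp before the edge, 59.5% ± 16.7 (SD over 1971 peaks) were A in introns and 52.02% ± 20.18 (191 peaks) at transcript ends. Over all peaks of these classes, the same bases had 53.7% ± 24.2 and 31.9% ± 22.1 A.

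**Figure D2:**
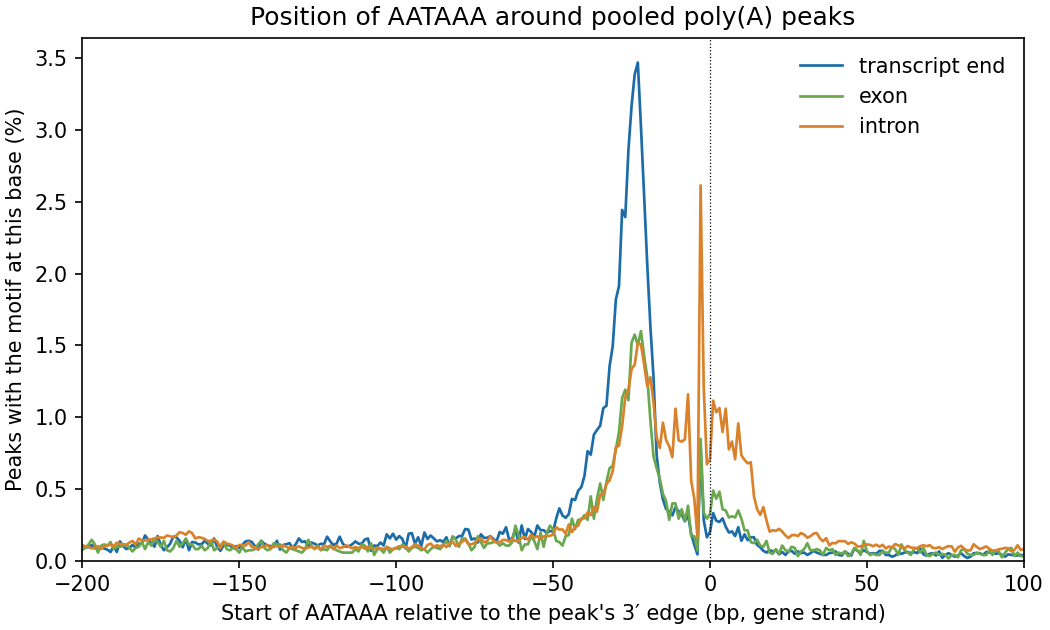
Percentage of peaks with AATAAA starting at each base, against its distance in bp from the peak's 3′ edge on the gene strand, for transcript-end, exonic and intronic peaks of the main set; lines are single-base shares. At 23 bp upstream, transcript-end peaks reach 3.47% and intronic peaks 1.52%. All 3 classes have another maximum at 3 bp upstream, at 2.62% in introns, 0.849% in exons and 0.785% at transcript ends.

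Oligo(dT) can also prime on A-rich sequence within a transcript, and the study removed peaks that had a genomic A stretch and no hexamer. Such peaks made up 3.56% (3.45 to 3.67) of the 111957 peaks, so the list had not been through that filter as applied here. An A stretch of at least 22 A in 25 bases lay downstream of 4.42% of peaks (4.30 to 4.55), against 0.497% (0.457 to 0.540) on the opposite strand and 0.153% of random places. The share was 5.89% (5.73 to 6.06) in introns, 1.07% (0.902 to 1.27) in exons and 1.56% (1.41 to 1.72) at transcript ends. With a looser limit of at least 18 A, 21.9% of all these peaks and 28.8% (28.5 to 29.1) of the intronic ones had a stretch. Random intronic places had one at 0.974% (0.924 to 1.03).

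The study asked whether early termination falls near the start of genes. Of 67939 peaks in numbered introns of protein-coding genes, 31.4% (31.1 to 31.8) lay in the first intron, which held 26.8% of the intronic bases of the same genes when each gene was weighted by its peaks. The first 4 introns held 63.6% (63.2 to 64.0) of peaks and 59.98% of bases. With −log10 q of at least 20, the first intron held 36.3% (34.4 to 38.3) of peaks and 27.8% of bases.

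Gene length was examined next. Of 20020 protein-coding genes, 12818 were detected, and 12550 of these had an intron. Among the latter, 71.0% had at least 1 intronic peak, with a mean of 5.49 and a median of 2 per gene. The number of intronic peaks rose with gene length (Spearman's rho across genes 0.76, 95% bootstrap interval 0.75 to 0.77), and genes are not independent replicates. The setting that moved this value most was −log10 q of at least 20, with a rho of 0.35. Giving peaks in overlapping genes to the longest gene may raise the rho of 0.76, to an extent that was not tested. By quartile of length, the mean number was 0.45 ± 0.843 (SD over 3138 genes), 1.93 ± 1.79, 4.71 ± 3.46 and 14.9 ± 15.3. The longest quartile held 67.8% of these peaks. Longer genes also have more intronic sequence: peaks per kb of intron, summed over the genes of each quartile, were 0.143, 0.131, 0.113 and 0.0734 from the shortest to the longest. Gene by gene, peaks per kb of intron had a rho with length of 0.09 (0.07 to 0.12) across 11447 genes. Among genes with at least 1000 intronic bases, a limit chosen after the data were seen, this rho was -0.017 (-0.039 to 0.004), which is not distinguishable from 0. With the same limit it was 0.23 (0.21 to 0.25) for peaks with a hexamer, a smaller set of peaks. Genes with no intronic peak were mostly short: 29.3% of the shortest quartile had one, against 94.1% of the longest. Such genes lower the ranks of short genes, and more of them arise when fewer peaks are counted. The rise therefore does not show that sites with a hexamer relate differently to length.

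The study related PCPA and DDR genes to their intronic sites. The 141 detected DDR genes had a mean of 5.22 intronic peaks per gene, against 5.03 ± 0.431 (SD) in random lists matched on length, which placed them at the 68.7th percentile. They were thus within the spread of genes of their length. When genes with no transcript-end peak were included, 149 DDR genes had a mean of 5.33 against 4.07 ± 0.454, at the 99.4th percentile. When lists were matched on length and on the height of the highest transcript-end peak, the mean of random lists was 5.38 ± 0.422 and the percentile was 36.1. The 765 detected PCPA genes had a mean of 9.23 intronic peaks, against 6.15 ± 0.210 in matched lists, a ratio of 1.502 and above all 10000 random lists. With matching on length and transcript-end height the ratio was 1.43, again above all of them. The PCPA list came from nascent RNA of THZ531-treated cells, and THZ531 libraries are taken to be part of the pooled reads here.

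**Figure D3:**
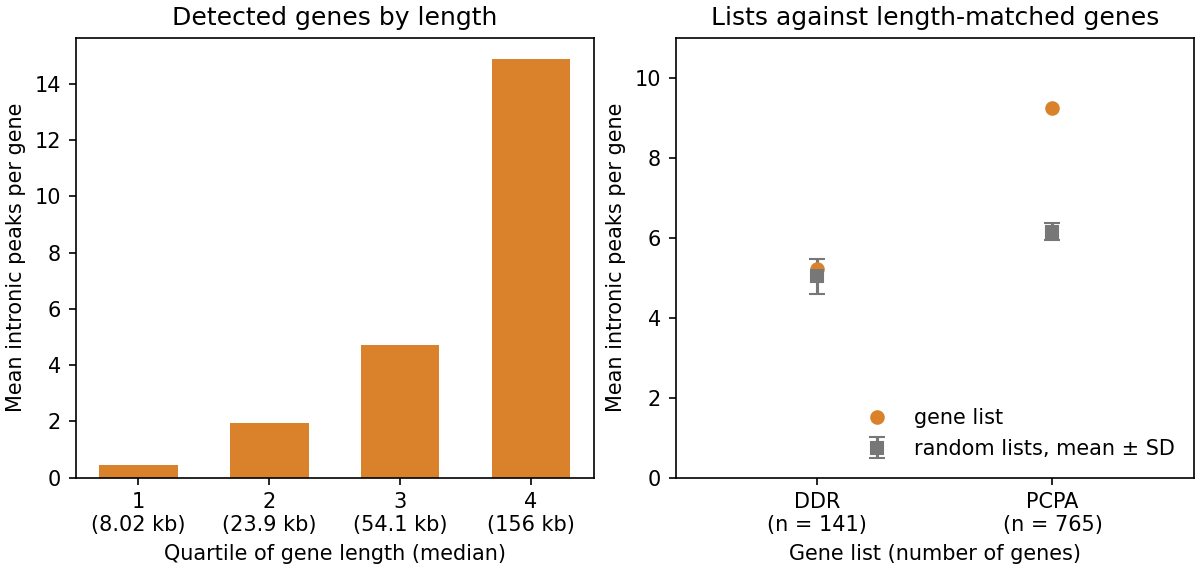
Left, mean number of intronic peaks per detected protein-coding gene in each quartile of gene length (median length in kb below each bar). Right, mean number per gene in the DDR and PCPA lists (circles) and in 10000 random lists matched on gene length (squares, mean ± SD): 5.22 against 5.03 for DDR genes and 9.23 against 6.15 for PCPA genes.

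Sequence features of whole genes were compared with their number of intronic peaks across 12281 genes. GC content had a rank correlation of -0.44 with the number of intronic peaks, which was -0.08 (-0.10 to -0.07) when gene length was held fixed. The ratio of U1 snRNP recognition motifs to AATAAA had a correlation of -0.37, and -0.08 (-0.09 to -0.06) with length held fixed. Most of both relations was thus shared with gene length.

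Peaks 600 to 4000 bp past the last annotated end were counted in detected genes with no other gene there. Such a peak was found for 34.1% (31.2 to 37.1) of 979 genes in the shortest quartile, 18.4% (16.3 to 20.7) of 1163, 15.4% (13.6 to 17.4) of 1375 and 11.5% (10.0 to 13.1) of 1675 genes in the longest. With −log10 q of at least 20, the shares were 4.70%, 1.12%, 0.945% and 0.478%. Replication-dependent histone genes, whose transcripts normally end at a stem-loop without a poly(A) tail, had a transcript-end peak in 28 of 70 cases. Of the 19 with a clear downstream region, 12 (63.2%, 41.0 to 80.9) had a peak there. Histone genes in this comparison were up to 37.61 kb long, so the annotated end of some may not be the stem-loop. A transcript-end peak can also lie up to 600 bp past the end. These counts therefore do not separate tails on stem-loop transcripts from other polyadenylated ends.

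Single loci showed the same mixture of sites. If reads sharing a start position were counted once by the peak caller, heights do not rank how much each site was used. BARD1 (chromosome 2, 214725646 to 214809683, minus strand) is 84.04 kb long and had 2 transcript-end peaks and 14 intronic peaks, 9 of them with a hexamer. This number lay at the 95.5th percentile of genes in its length bin, whose median was 6. Its tallest transcript-end peak (214725639 to 214725748) had 15 reads, and its tallest intronic peak (214751163 to 214751431, in intron 7) had 19 reads and A-rich sequence downstream. BLM (chromosome 15, 90717346 to 90816166, plus strand) had 4 transcript-end peaks and 15 intronic peaks, 7 of them in the first intron, at the 90.3rd percentile. Its tallest intronic peak (90732493 to 90732735) had 37 reads, AATAAA and A-rich sequence downstream, against 29 reads at its tallest transcript-end peak. BRCA1 (chromosome 17, 43044295 to 43170245, minus strand) had 20 intronic peaks, at the 94.6th percentile of its length bin. A hexamer was found at 3 of them. Peaks where genes of both strands overlap were not searched, among them the tallest intronic peak of BRCA1 (43137328 to 43137523, 36 reads). For single genes, counts of peaks with a hexamer or with A-rich sequence are therefore lower limits. This tallest peak lay in no intron of the canonical BRCA1 transcript. Peaks were given to genes regardless of strand, so some of the 20 may belong to a gene on the other strand. PCF11 (chromosome 11, 83156988 to 83187451, plus strand) had 3 intronic peaks, at the 69.7th percentile. Its tallest one, in the first intron (83159717 to 83160008), had 59 reads, while its tallest transcript-end peak (83158769 to 83158954) had 57 reads and lay at the end of a short annotated transcript.

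MYCN (chromosome 2, 15940550 to 15947007, plus strand) had 1 transcript-end peak, from 15946531 to 15948161, with 100 reads, and 2 intronic peaks, the taller with 114 reads at a place where genes of both strands overlap. If reads sharing a start position were counted once, 1 strand gives at most 100 reads. The transcript-end peak may thus be at its ceiling, and both heights cannot be ranked. MYCN lay in a run of 301 peaks between 14599603 and 15986104. The histone genes H3C1 and H4C1 (chromosome 6, 26020451 to 26020958 and 26021649 to 26022050) had 1 transcript-end peak each, with 44 and 21 reads and no hexamer. Both peaks (26021085 to 26021613 and 26022307 to 26022409) lay wholly past the annotated gene end. They were classed as transcript-end peaks because that window reaches 600 bp downstream. The 3 detected genes with the most intronic peaks were RBFOX1 with 204 over 2474 kb, RBMS3 with 162 over 1436 kb and THSD7B with 135 over 912.2 kb. At least 18 A in 25 bases lay downstream of 108, 40 and 33 of them, respectively.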

Values the study reported

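The study reported that 69% of its poly(A) peaks had a known polyadenylation signal motif upstream. Among sites with at least a 2-fold difference in use, it placed 60% in introns for THZ531-treated cells and 36% for DMSO-treated cells, and 4% and 20%, respectively, at annotated transcription end sites. From nascent RNA it called PCPA in 809 of 11,902 protein-coding genes with an intron. From poly(A) 3′-seq, it placed early termination of 73% of these genes within the first 4 introns or exons. It gave lengths of 84 kb for BARD1 and 98 kb for BLM.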

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

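The test in this part was chosen after the result was seen. Outside the chromosomes and the mitochondrial genome, 413 peaks lay on 43 unplaced or unlocalized contigs of the assembly, which no comparison above uses. They are listed because they lie outside the main set, and no control library was there to set them against. Of these peaks, 275 had −log10 q of at least 5, the median had 10 reads at its summit and the highest had 98. Reads from near-identical chromosomal copies are a candidate source. A chromosomal copy matching at least 95 of the 100 bases around the summit existed for 87.2% of them (83.6 to 90.1), against 9.18% of 5000 random peaks on chromosomes. Reads with up to 20 placements were kept at mapping, and the list does not separate them from reads with 1 placement, so it stays open from which copy the transcripts came. No biological explanation was tested.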

How the results depend on the processing

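The choice of settings was made before the data were examined, except the removal of peaks with at least 18 A in 25 bases downstream and the limit of 1000 intronic bases, which were chosen after seeing the data. No paired analysis was possible because the list pools all libraries; leaving out replicates was not possible for the same reason. Where a value moved, the cause was not tested, unless stated.

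The number of peaks was 138277, 199610 without a cutoff and 133327 after merging, but 12932 with −log10 q of at least 20. The intronic share (58.2%) ranged from 23.04% with that cutoff to 65.9% with the longest transcript per gene. It was 62.3% with all peaks, 60.9% with a transcript-end window of 100 bp either side, 55.8% by any overlap, 57.2% without peaks that have an A stretch and no hexamer, and 51.6% without those that have at least 18 A. The transcript-end share (22.8%) was, in the same order, 56.8%, 10.7%, 18.6%, 16.4%, 24.2%, 23.3% and 26.01%.

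The share with a hexamer (63.3%) was 59.4% for all peaks and 82.9% with −log10 q of at least 20. It was 46.7% with the window at the 5′ edge and 36.3% at the summit. AATAAA alone gave 31.5%, and with ATTAAA 40.1%; fewer hexamers find fewer peaks by construction. The share with an A stretch (4.42%) was 21.9% with at least 18 A and 13.95% with 50 bp either side of the edge.

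The rho of intronic peaks with gene length (0.76) was 0.35 with −log10 q of at least 20, 0.64 in all protein-coding genes and 0.71 for peaks with a hexamer. For peaks per kb of intron (0.09), these were 0.30, 0.27 and 0.31, and the rho was -0.017 in genes with at least 1000 intronic bases, not distinguishable from 0 (-0.039 to 0.004). With that limit and, in turn, the same 3 settings it was 0.29, 0.19 and 0.23. The partial correlation with GC content (-0.08) was -0.44 with no adjustment for length and -0.17 for peaks with a hexamer; for the U1/PAS ratio (-0.08) these were -0.37 and -0.14.

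DDR genes (68.7th percentile) fell below the mean of random lists with −log10 q of at least 20 (18.9th, 82 genes) and with matching on transcript-end height (36.1st), and rose to the 99.4th when genes with no transcript-end peak were included. Random lists then also draw on genes without such a peak, which, weighted to the lengths of DDR genes, had a mean of 1.03 intronic peaks against 5.16 in detected genes. The 8 DDR genes added by this setting had a mean of 7.25 (median 2), so both sides of the comparison changed. The percentile stayed inside the central range for peaks with a hexamer and without 18-A peaks. PCPA genes were above all random lists in the 5 alternatives tried.

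The first intron (31.4% of peaks) held 36.3% with −log10 q of at least 20, 30.4% for peaks with a hexamer and 32.1% without 18-A peaks. The first 4 introns (63.6%) held 67.9% with the higher cutoff and 64.1% without 18-A peaks. Leaving out peaks with an A stretch and no hexamer moved neither beyond its interval.

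Peaks past annotated ends fell, from the shortest to the longest quartile, to 4.70%, 1.12%, 0.945% and 0.478% with −log10 q of at least 20, and to 15.8% for histone genes. From 1000 bp onward they fell to 28.4%, 15.2% and 13.3% in the 3 shorter quartiles. The order of the quartiles was kept in both.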

Other observations

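The first test below was fixed before its result was seen; the others were chosen after it.

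A candidate explanation for the height of the strongest peaks is that reads sharing a start position were counted once by the peak caller. If so, the pileup at a summit cannot exceed 200 reads, since a 100 bp extension allows 100 start positions on each of 2 strands. The highest recovered value was 200, and no peak exceeded it, although the mitochondrial genome, with 10 peaks of 100 to 200 reads, is transcribed at high levels. This is consistent with removal of duplicates by the peak caller. Peak height would then count distinct start positions and understate abundant 3′ ends, whose reads share the same few positions. The 9104400 reads behind the background floor would be distinct positions too, and not the depth of sequencing.

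A part of the intronic peaks may come from priming on A-rich sequence. At least 18 A in 25 bases lay downstream of 28.8% of intronic peaks, against 0.974% of random intronic places and 7.89% (7.56 to 8.24) of transcript-end peaks. The same source is argued against for all of them. Among 51470 intronic peaks with no such stretch and no stretch of at least 22 A across the edge, 25.8% (25.4 to 26.2) had AATAAA starting 10 to 40 bp upstream of the 3′ edge. The same places moved by 1000 to 2000 bp gave 2.46% (2.33 to 2.60), transcript ends gave 40.6% (39.9 to 41.2), and intronic peaks with at least 18 A gave 6.89% (6.56 to 7.24). The limit of 22 A in 25 bases, at 5.89% of intronic peaks, leaves many A-rich sites in. Which of the sites depend on THZ531 was not tested.

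PCPA genes had more intronic peaks than other genes. Gene length as the whole source is argued against by their position above all random lists matched on length (100th percentile). Transcript-end height, a rough measure of expression, is argued against as the whole source by a ratio of 1.43 in lists matched on it as well. A-rich priming at stretches of at least 18 A in 25 bases is argued against as the whole source by a ratio of 1.56 without such peaks. Priming on sequence with fewer A was not excluded by this. Matching on height is imperfect because height is only a rough measure of expression. It would also understate abundant 3′ ends if reads sharing a start position were counted once. Expression therefore stays open in part. The treatment stays open too, since THZ531 libraries are 4 of the 6 taken to be pooled. Their excess may therefore reflect sites used only under THZ531, sites used in all groups, or both.

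For the 24 genes in both lists, the mean was 7.92 intronic peaks, against 6.70 ± 1.12 in length-matched genes (86.1st percentile) and 9.67 ± 1.60 in the other PCPA genes (10.8th percentile). In this pooled list, membership of the PCPA list may account for their number, with no further excess in DDR genes. With 24 genes, a difference smaller than this spread was not detectable.

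A curve of second degree fitted to intronic peaks against gene length in a short gene list can lie to one side of the curve of all genes at most of its genes by chance. In 53.4% of 1000 random length-matched lists of 141 genes, a signed-rank test on the difference between both curves gave a p-value under 0.001, and 42.6% of them gave one as small as the DDR list. The signed-rank test may therefore respond to other choices of genes of the same lengths. The study names a rank-sum test for its comparison of curves. With a rank-sum test between the values of both curves, 0.7% of the random lists gave a p-value under 0.05, and 79.9% gave one as small as the DDR list. Neither form set the DDR list apart from random lists here.

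Short genes more often had a peak past their annotated end. Taller transcript-end peaks in short genes are argued against as the whole source, because within each quartile of transcript-end height the shortest genes had the higher share. The smallest difference was 10.9 percentage points, 18.9% (14.2 to 24.6) against 7.97% (5.86 to 10.7), in the lowest quartile. It stays open whether these ends arose in DMSO or THZ531 libraries, and whether later annotation would include them.

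Of the 12 tallest nuclear peaks, 6 lay between positions 629092 and 634913 of chromosome 1, a nuclear copy of mitochondrial DNA with 7 peaks of 103 to 189 reads. Of the 31-base words of these peaks, a median of 91.8% (lowest 72.6%) also occur in the mitochondrial genome. Reads of mitochondrial transcripts are thus a candidate source of these peaks. No biological explanation was tested.

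The other 6 lay on chromosome 2 in a dense run of peaks next to MEIS1. Peaks less than 150 kb apart formed a run of 253 peaks from 66407902 to 67559791 (220 per Mb), with 10 peaks in the Mb before it and 62 in the Mb after. A similar run around MYCN held 301 peaks from 14599603 to 15986104 (217 per Mb), with 0 and 8 peaks in the Mb on either side. Of the peaks, 66 and 76 were intergenic. Among 2259 1-Mb bins, the median was 4 intergenic peaks. The bin of MYCN ranked 2 (54 peaks) and the bin next to MEIS1 ranked 6 (45 peaks). Rank 1 was a bin of chromosome 6 from 120 to 121 Mb (78 peaks). Ranks 3 and 4 were on chromosomes 5 and 6 (52 and 51 peaks). Many intergenic peaks in a bin were thus not confined to these runs. A-rich priming is argued against, since 11.4% (8.25 to 15.6) of the intronic peaks in both runs had at least 18 A in 25 bases downstream, fewer than among all intronic peaks. The study describes MYCN as amplified in its model cells, so extra copies around MYCN are the likelier starting point, but whether they, rather than strong transcription of each copy, give the dense peaks there was not tested. Extra copies may likewise raise transcription across the run next to MEIS1. From 217 or more peaks per Mb alone, the number of copies and the transcription of each copy cannot be told apart, because DNA copy number was not analysed here.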
